A study of Arabidopsis thaliana with 8 samples. Its data were reported in "Arabidopsis HOT3/eIF5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation" (2023).

How the data were processed

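Ribosome footprints were sequenced from inflorescences of *Arabidopsis thaliana* of 4 genotypes with 2 libraries each: wild type (WT), *hot3-2*, *dcl2 dcl4* and *hot3-2 dcl2 dcl4*. Genotypes and replicate numbers were taken from the sample labels. HOT3 encodes eIF5B1, a GTPase that acts when the large ribosomal subunit joins at the start codon, and *hot3-2* is a T-DNA insertion allele. DCL2 and DCL4 encode Dicer-like proteins that cut double-stranded RNA into small interfering RNAs. The 4 libraries of *hot3-2* and *hot3-2 dcl2 dcl4* are called *hot3-2* carriers, and the 4 libraries of WT and *dcl2 dcl4* are called non-carriers.

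According to the labels, lysates prepared with cycloheximide were digested with RNase I, ribosomal RNA was depleted with biotinylated oligonucleotides, and footprints were selected on a gel. The deposited files list 1 footprint per line, with the transcript, the positions of its first nucleotide, its P site and its last nucleotide, and the distance of the P site from the start and the stop codon. The unit of these columns is a position in nucleotides that the authors did not normalise, so a count here is a number of lines. The authors used RiboTaper and name 26, 27, 28 and 29 nt footprints with P-site offsets of 10, 11, 12 and 13 nt in their methods. The deposited files hold footprints from 18 to 117 nt, and the offset differs between lengths and between libraries. Whether the P sites of these files came from that step is therefore uncertain. The authors give mapping settings for reads that map to several places with their RNA-seq, and do not repeat them for footprints. The removal of duplicates is not stated. RNA-seq libraries were not used here, so translational efficiency was not computed.

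Each footprint was assigned to the 5′ UTR, the coding sequence or the 3′ UTR of its transcript by the deposited distances. The files name 1 transcript for each of 22567 genes. Coordinates, products and 9279 gene symbols came from the TAIR10.1 annotation, whose nuclear sequence is that of TAIR10. A total of 22384 nuclear transcripts were used, and 22370 of them start with ATG. Another 32 nuclear transcripts were dropped because the annotation held no coding sequence for them, or one that was not a whole number of codons. The coding sequence length matched the annotation in all 22384, and the 5′ UTR length in 20455. AT2G01021, an open reading frame inside the ribosomal DNA repeat, and the organelle transcripts were kept out of the nuclear counts and are reported apart; they enter the share of footprints elsewhere.

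The start codon share of a library is the number of P sites on the 3 nt of the annotated ATG divided by the number on the coding sequence, summed over genes. The ATG stalling index is the same ratio for 1 gene, with the P sites of both replicates of a genotype summed. Its fold change was taken over genes with a mean of at least 50 coding-sequence P sites per library and at least 1 start codon P site in the denominator group. The upstream codon share is the number of P sites on the 3 nt just 5′ of the ATG divided by the number on those 3 nt plus the ATG. Libraries were compared by exact permutation tests, two-sided, over all 70 assignments of 4 and 4 libraries, whose smallest p is 0.0286. An exact permutation test of 2 with 2 libraries cannot go below p = 0.333, so it is given as a ratio of group means with the SD over the pairs of libraries. Because the median index of a *dcl2 dcl4* library is 0, the test of library medians used the index itself in place of its logarithm, which had been intended. Shares of single libraries carry Wilson 95% confidence intervals from scipy. These intervals, and the limit of 3 counts below which a gene is treated as not measured, cover counting error only, since no molecular identifiers were used.

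Coding-sequence P-site counts per gene were tested with limma voom (limma 3.58.1, R 4.3.3) on all 8 libraries with 1 coefficient per genotype. Library sizes were scaled by a trimmed mean of M values that left out 30% of the genes at each end by fold change and 5% by abundance. Genes were kept at 10 counts, relative to the median library, in at least 2 libraries, and at least 15 counts in all. Quasi-likelihood count models had been planned, but edgeR and DESeq2 were not used, because the deposited files hold positions rather than a count column. This was a choice and not a limit of the data, since the counts tested here were tallied from those positions. Start codon occupancy per gene was tested with a quasi-binomial model of the start codon P sites among the coding-sequence P sites, with the dispersion shared across genes by the squeezeVar function of limma. It covered genes with a mean of at least 50 coding-sequence P sites and 1 start codon P site per library, and its effect is a log2 odds ratio computed with 0.5 added to each count. This model was adopted after voom had been run on these counts and had recovered few simulated changes, and voom was kept as an alternative. Both tests covered 7 contrasts: the 5 differences between genotypes, the mean *hot3-2* effect over both DCL backgrounds, and the interaction of *hot3-2* with *dcl2 dcl4*. Tests were two-sided, and genes with a Benjamini-Hochberg adjusted p under 0.05 are reported as changed.

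Both tests were tested on simulated data with the depths of the 8 libraries and 200 changed genes for the counts, or up to 190 for the start codons. Each change was drawn at random as a rise or a fall, so the recovery of rises alone was not measured. For the mean *hot3-2* effect, the count test recovered 74% of 2-fold and 93% of 4-fold changes, with 5 and 14 false calls. The start codon test recovered 4.74% of 2-fold and 34.4% of 4-fold changes, with 0 false calls. For *hot3-2* against WT, 61% and 88.5% of the changes in counts were recovered, and 0% and 10.6% of those in start codons. With voom, 26.1% of 4-fold start codon changes were recovered for the mean effect, with 3 false calls, and 0% for *hot3-2* against WT.

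The ribosomal protein set held 57 nuclear genes named by their symbol or product as 40S, 60S or cytosolic ribosomal proteins. It was tested with camera at a correlation of 0.01 between genes. A list of 13 genes was fixed, beside HOT3, DCL2 and DCL4: eIF5B-like genes, genes of small RNA pathways, and *NOB1*, *LSG1-2* and *RRP6L2* of ribosome assembly. Genes named from the tests across genes are HOT3, DCL2, DCL4, those of the list with an adjusted p under 0.05 in any contrast, and up to 5 rises and 5 falls with the largest mean *hot3-2* effect. The latter needed an adjusted p under 0.05, a mean of at least 20 start codon P sites or 100 coding-sequence P sites per library, and values of all 4 carriers on 1 side of all 4 non-carriers. A list of 20 genes of the tapetum, the innermost layer of the anther wall, was written after genes of that kind had been seen among the falls, and left those out.

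The measures, comparisons, thresholds, the rule for naming genes and most alternatives were chosen before the data were examined. The alternatives were other windows around the ATG, a coding sequence without the first 15 and last 5 codons, frame 0 P sites alone, libraries thinned to 1197157 coding-sequence P sites, other minimum counts, a pseudocount of 0.5, median-of-ratios scaling, fits on 2 groups, a stricter threshold, and leaving out each library. Alternatives on footprint length and offset, on genes with 0 start codon P sites or short 5′ UTRs, the wider ribosomal protein set, voom for start codons and thinning for the coding-sequence counts were chosen after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest.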

Results

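Ribosome profiling of inflorescences was used to ask where ribosomes sit along mRNAs when eIF5B1 is disrupted, and whether this depends on the Dicer-like proteins that turn ribosomal RNA into small RNAs. The 8 libraries held 3588415 and 3552563 footprints in WT, 2672291 and 2132736 in *hot3-2*, 2807433 and 2923825 in *dcl2 dcl4*, and 1972841 and 2013952 in *hot3-2 dcl2 dcl4*. Nuclear coding sequences received 2839839 and 2590875 P sites in WT, 1980798 and 1527617 in *hot3-2*, 2067581 and 2164188 in *dcl2 dcl4*, and 1197157 and 1278882 in *hot3-2 dcl2 dcl4*. Carrier libraries were therefore shallower than non-carrier libraries of the same background. Footprints of 28 nt were 38.5% to 46.4% of the nuclear footprints, and those under 26 nt were 14.6% to 18.2%. Between 70.2% and 73.4% of the coding-sequence P sites lay in frame 0, and 86.7% to 89.1% of those from 28 nt footprints did. Counts differed between replicates by more than counting error, with a chi-square per degree of freedom of 2.10 to 2.91 in the 4 genotypes.

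The P-site offset of 19 to 25 nt footprints split the libraries in a way that did not follow genotype. It was 12 to 13 nt in WT, *hot3-2* and replicate 2 of *hot3-2 dcl2 dcl4*, and 7 to 9 nt in *dcl2 dcl4* and replicate 1 of *hot3-2 dcl2 dcl4*. The offset of 26 nt footprints was 12 nt in the former and 10 nt in the latter. For 27 nt footprints it was 12 nt in WT and replicate 1 of *hot3-2* and 11 nt in the other 5 libraries, and for 28 nt footprints it was 12 nt in all 8. Many values that rest on these offsets are therefore also given within each set of libraries or for 28 nt footprints. The shares of the genes named for the largest rises at the start codon are given for all lengths only. The comparison of *hot3-2* with WT lies within the set with offsets of 12 to 13 nt but is not free of differences in offset, because of the 27 nt footprints of replicate 2 of *hot3-2*. In 26 to 29 nt footprints with the deposited P sites, the upstream codon share described below was 11.4% in that library and 3.59% in replicate 1, against 6.14% and 6.70% in WT.

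**Figure D1:**
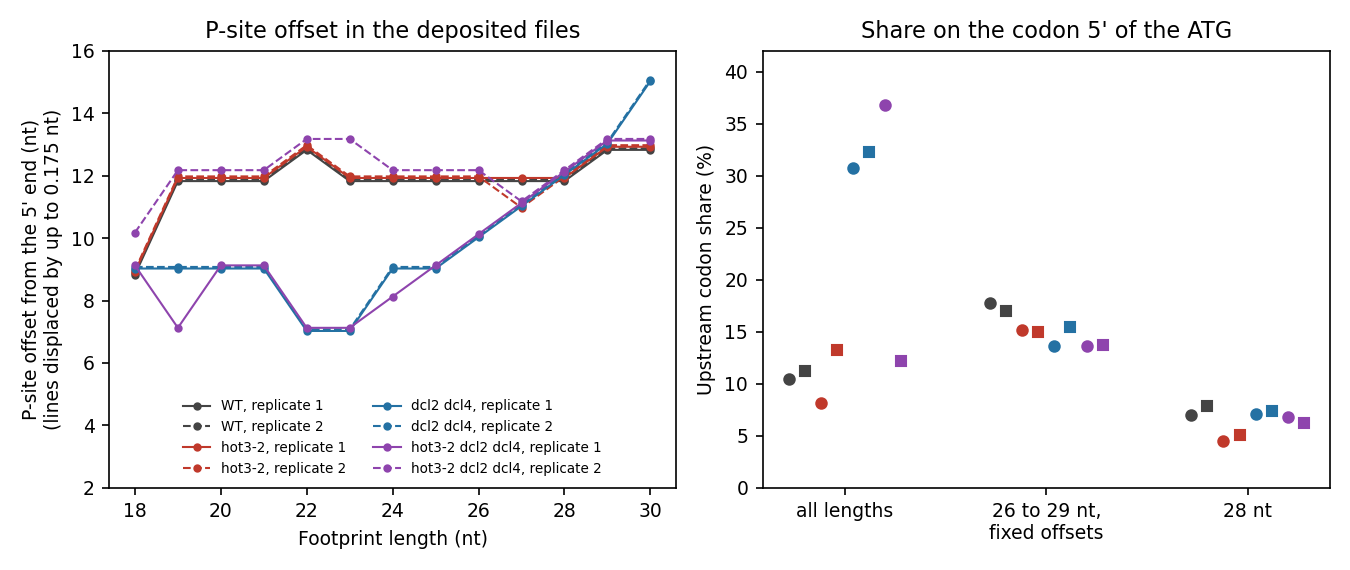
P-site offset by footprint length in each library (left, nt, lines displaced slightly) and the share of P sites on the codon just 5′ of the ATG among those on it and the ATG (right, %; circles, replicate 1; squares, replicate 2; colours as on the left). In 28 nt footprints the upstream codon share lay between 4.47% and 7.84% in all 8 libraries.

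Whether P sites were in register with the start codon was asked with the upstream codon share. It was 10.5% and 11.3% in WT, 8.17% and 13.2% in *hot3-2*, 30.7% and 32.3% in *dcl2 dcl4*, and 36.8% and 12.2% in *hot3-2 dcl2 dcl4*. The 4 libraries with *dcl2 dcl4* exceeded the other 4 by 17.2 percentage points on average, which an exact permutation test did not separate from chance (two-sided p = 0.0571). Without replicate 2 of *hot3-2 dcl2 dcl4* the difference was 22.5 points (exact permutation p = 0.0286). It reversed to -2.15 points when 26 to 29 nt footprints were given offsets of 10, 11, 12 and 13 nt, and was 0.778 points in 28 nt footprints.

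Whether ribosomes accumulate at the start codon in *hot3-2* was asked first for whole libraries. The start codon share was 0.724% ± 0.0426 (SD, n = 2) in WT, 3.18% ± 0.205 (SD, n = 2) in *hot3-2*, 0.552% ± 0.0266 (SD, n = 2) in *dcl2 dcl4* and 3.01% ± 1.03 (SD, n = 2) in *hot3-2 dcl2 dcl4*. Single libraries had shares of 0.694% (Wilson 95% interval 0.684% to 0.703%) and 0.754% (0.743% to 0.764%) in WT, and 3.32% (3.30% to 3.35%) and 3.03% (3.00% to 3.06%) in *hot3-2*. The shares were 0.533% (0.523% to 0.543%) and 0.570% (0.560% to 0.580%) in *dcl2 dcl4*, and 2.28% (2.26% to 2.31%) and 3.74% (3.71% to 3.78%) in *hot3-2 dcl2 dcl4*. Carriers had 4.85 times the share of non-carriers, and 4 of 4 carriers lay above every non-carrier (exact permutation test, two-sided, p = 0.0286, the smallest p that 70 assignments allow). The mean of per-gene shares moved this ratio most, to 3.58 (p = 0.0286, exact permutation test). Within the libraries with offsets of 12 to 13 nt the ratio was 4.65 (3 carriers, 2 non-carriers), and within those with offsets of 7 to 9 nt it was 4.14 (1 carrier, 2 non-carriers). For 28 nt footprints it was 4.67.

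**Figure D2:**
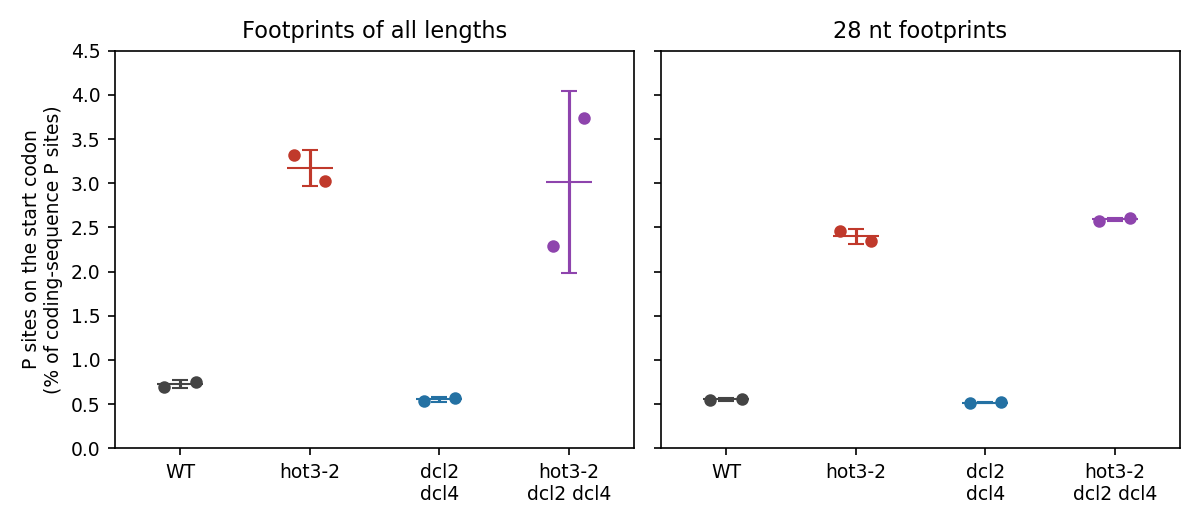
Share of coding-sequence P sites on the start codon (%) in each library by genotype, for footprints of all lengths (left) and of 28 nt (right). Points are libraries, long bars are means and whiskers are 1 SD, and all 4 *hot3-2* carriers lie above all 4 non-carriers in both plots.

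By genotype, the start codon share was 4.39 ± 0.314 (SD over library pairs) times that of WT in *hot3-2* and 4.16 ± 1.18 times in *hot3-2 dcl2 dcl4*. *hot3-2 dcl2 dcl4* had 5.46 ± 1.55 times the share of *dcl2 dcl4*. The share of *dcl2 dcl4* was 0.762 ± 0.0475 times that of WT, but 0.938 times in 28 nt footprints and 0.991 times when the codon 5′ of the ATG was counted with it. These comparisons of 2 with 2 libraries were not tested, since an exact permutation test of them cannot go below p = 0.333. In the profile of 28 nt footprints, the first nucleotide of the ATG held 0.510% and 0.525% of the coding-sequence P sites in WT, 2.41% and 2.28% in *hot3-2*, 0.476% and 0.488% in *dcl2 dcl4*, and 2.47% and 2.52% in *hot3-2 dcl2 dcl4*.

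**Figure D3:**
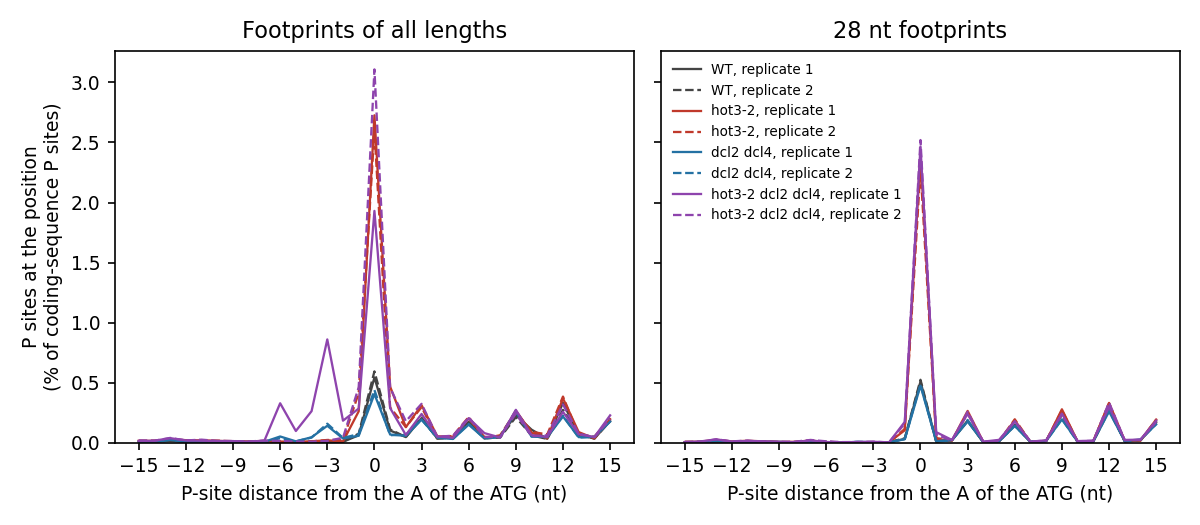
P sites around the start codon as a percentage of the coding-sequence P sites (y axis) by distance from the A of the ATG (x axis, nt), 1 line per library, for footprints of all lengths (left) and of 28 nt (right). In 28 nt footprints the peak at 0 nt is 2.28% to 2.52% in carriers and 0.476% to 0.525% in non-carriers.

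The ATG stalling index was then compared gene by gene. Over 2256 genes, its median fold change against WT was 3.11 in *hot3-2* (2.37 to 2.98 for single libraries) and 2.94 in *hot3-2 dcl2 dcl4* (1.36 to 3.10). The index rose in 78.6% and 78.0% of these genes. Without replicate 2 of *hot3-2 dcl2 dcl4* the median of that genotype was 1.40. A pseudocount of 0.5 with genes at 0 in WT kept moved the *hot3-2* median most, to 2.01. *hot3-2 dcl2 dcl4* had a median of 4.04 against *dcl2 dcl4* over 1419 genes, and of 0.891 against *hot3-2* over 1964 genes, which became 0.512 without its replicate 2. Both values without that replicate rest on replicate 1 alone, whose P-site offsets differed from those of WT and *hot3-2* at several footprint lengths. In 28 nt footprints, which share 1 offset, the start codon share was 2.58% and 2.60% in *hot3-2 dcl2 dcl4* and 2.46% and 2.34% in *hot3-2*. The median index of a carrier library was 6.25 times that of a non-carrier library (exact permutation test, two-sided, p = 0.0286, 4 of 4 carriers above every non-carrier). That p was 0.0571 when either WT or either *dcl2 dcl4* library was left out, with ratios of 5.37 and 5.52 without replicates 1 and 2 of WT and 4.69 and 4.69 without those of *dcl2 dcl4*.

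For *dcl2 dcl4*, the median fold change of the index against WT was 0.410 over the 2256 genes (0.234 to 0.290 for single libraries), and 837 of them had no start codon P site in *dcl2 dcl4*. It was 0 when either *dcl2 dcl4* library was left out. The direction depended on how genes were chosen. The median was 0.932 over genes with at least 1 start codon P site in both genotypes, and 1.20 with the pseudocount and genes at 0 in WT kept. When the groups were exchanged, WT over *dcl2 dcl4*, it was 0.742, and between the WT libraries it was 0.682 one way and 0.558 the other.

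Start codon occupancy was tested in 2096 genes. Carriers showed a changed share in 1153 genes in the mean *hot3-2* effect, all of them higher, with a median log2 odds ratio of 2.36 over all genes tested. Restricting the test to 28 nt footprints moved this count most, to 410 of 730 genes tested, all higher. Leaving out 1 library gave 577 to 1170 genes. The count was 577 without replicate 2 of *hot3-2 dcl2 dcl4*, 764 without replicate 1 of *hot3-2* and 725 without replicate 2 of *dcl2 dcl4*. There were 740 changed genes for *hot3-2* against WT and 524 for *hot3-2 dcl2 dcl4* against WT, all higher. For *hot3-2 dcl2 dcl4* against *dcl2 dcl4*, 559 genes were higher and 2 lower. The count for *hot3-2 dcl2 dcl4* against WT was 302 without replicate 2 of *hot3-2*, and 293 and 272 without replicates 1 and 2 of *dcl2 dcl4*. Against *dcl2 dcl4* it was 369 and 263 without replicates 1 and 2 of WT, and 335 and 253 without those of *hot3-2*. Of the genes changed in *hot3-2* against WT and in *hot3-2 dcl2 dcl4* against *dcl2 dcl4*, comparisons that share no library, 348 were the same and moved the same way, where 198 would be shared by chance. Such a chance value takes every gene as equally detectable. Depth differs between genes and both comparisons used the same dispersion for a gene, so the excess alone does not show a response particular to these genes. Over the 2096 genes, the log2 odds ratios of these comparisons had a Pearson r of 0.102 and a Spearman rho of 0.114. These are values across genes and not across independent samples. In 28 nt footprints, 164 of the changed genes were the same, where 107 would be by chance. The Pearson r was 0.115 there, over 730 genes.

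In the main test, no gene differed between *hot3-2 dcl2 dcl4* and *hot3-2* in start codon occupancy (0 genes, 168 at an unadjusted p under 0.05). None showed an interaction of *hot3-2* with *dcl2 dcl4* (0 genes, 100 at an unadjusted p under 0.05). With 1 or both neighbours of the ATG counted, 10 and 9 genes differed between *hot3-2 dcl2 dcl4* and *hot3-2*. These numbered 4, 5 and 4 in 26 to 29 nt footprints, at fixed offsets and in 28 nt footprints. The interaction gave 1 gene in 28 nt footprints and 2 at a minimum of 10 coding-sequence P sites. Neither *hot3-2 dcl2 dcl4* against *hot3-2* nor the interaction was simulated. For *hot3-2* against WT the start codon test recovered 10.6% of simulated 4-fold changes, rises and falls together, so small differences may have been missed. *dcl2 dcl4* differed from WT in 2 genes, named here after their values were seen (159 genes at an unadjusted p under 0.05). MBR1 (AT2G15530, chromosome 2, 6773117 to 6777985) had start codon shares of 98.1% and 91.2% in *dcl2 dcl4* and 96.2% in replicate 1 of *hot3-2 dcl2 dcl4*, and 0 in the other 5 libraries, which divides the libraries by their P-site offsets. PI (AT5G20240, chromosome 5, 6828904 to 6831515) had shares of 11.4% and 10.6% in *dcl2 dcl4* against 1.95% and 2.51% in WT (log2 odds ratio 2.45, adjusted p = 0.0257, higher in 2 of 2 libraries), and 8.99% to 13.1% in the carriers. Neither gene was changed where footprints under 26 nt were left out. In 26 to 29 nt footprints PI had shares of 0.909% and 1.14% in *dcl2 dcl4* and 0.656% and 1.20% in WT (log2 odds ratio 0.17, unadjusted p = 0.884, limma squeezeVar), and MBR1 was not tested, with 0 start codon P sites. The genes changed there were others and mostly lower, 2 up and 8 down, with 1 up and 6 down at fixed offsets and 0 up and 3 down in 28 nt footprints. Leaving out replicate 1 or 2 of *hot3-2* left 0 genes for this contrast, and leaving out replicate 1 or 2 of *hot3-2 dcl2 dcl4* left 9 or 12. The 2 genes lower in *hot3-2 dcl2 dcl4* than in *dcl2 dcl4* were MBR1 and AT2G07671 (chromosome 2, 3251566 to 3252341), with shares in *dcl2 dcl4* of 1.27% and 1.45% for AT2G07671 and of 0.133% and 0 in *hot3-2 dcl2 dcl4*. AT2G07671 had no start codon P site in 26 to 29 nt footprints.

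Among 194 genes that met the rule for naming, the largest rises in start codon share were the following, with shares given as the mean ± SD of 4 carriers and 4 non-carriers. CLPC1 (AT5G50920, chromosome 5, 20715453 to 20720681) rose from 0.239% ± 0.227 to 5.51% ± 3.27 (log2 odds ratio 5.15, adjusted p = 1.1e-07). RAN-1 (AT5G20010, chromosome 5, 6760094 to 6762330) rose from 0.981% ± 0.866 to 17.3% ± 4.53 (4.46, 2.1e-07). AT2G01720 (chromosome 2, 317030 to 320308, ribophorin I) rose from 1.38% ± 1.75 to 17.0% ± 8.63 (4.33, 3.2e-05). PSAK (AT1G30380, chromosome 1, 10722183 to 10723247) rose from 1.15% ± 0.428 to 17.5% ± 6.12 (4.22, 7.1e-10). AL3 (AT3G42790, chromosome 3, 14877890 to 14879792) rose from 2.19% ± 2.13 to 22.9% ± 7.49 (4.19, 1.4e-05). In each of these genes, 4 of 4 carriers lay above every non-carrier. No gene met the rule for a fall.

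The genotype labels were checked on the mutated genes. HOT3 (AT1G76810, chromosome 1, 28830902 to 28836748) had 284 and 370 coding-sequence P sites in WT, 74 and 69 in *hot3-2*, 306 and 339 in *dcl2 dcl4*, and 50 and 39 in *hot3-2 dcl2 dcl4*. Its log2 fold change was -1.57 for *hot3-2* against WT (limma, adjusted p = 6.8e-09, lower in 2 of 2 libraries) and -2.15 for *hot3-2 dcl2 dcl4* against *dcl2 dcl4* (adjusted p = 2.9e-10, lower in 2 of 2). The mean effect was -1.86 (adjusted p = 9.9e-16), and restricting to 28 nt footprints moved it most, to -2.07. DCL2 (AT3G03300) had 0 to 3 and DCL4 (AT5G20320) 1 to 10 P sites per library, too few to check the *dcl2 dcl4* labels.

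**Figure D4:**
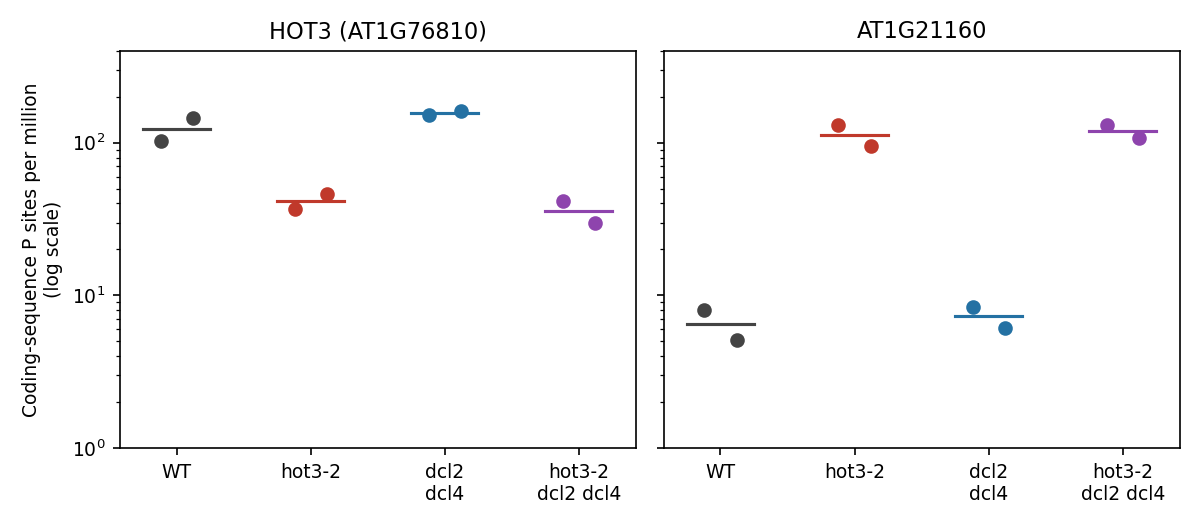
Coding-sequence P sites in CPM (log scale) on HOT3 and AT1G21160 in each library by genotype. Points are libraries and bars are means, and in the carriers HOT3 is lower (38.5 ± 6.79 against 140 ± 25.5, SD) and AT1G21160 higher (116 ± 17.7 against 6.91 ± 1.57).

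Of the 13 genes of the fixed list, 9 were tested. The number with an adjusted p under 0.05 over all genes was 4 for *hot3-2* against WT (5 adjusted over the list alone), 1 for *dcl2 dcl4* against WT (1), 5 for *hot3-2 dcl2 dcl4* against WT (5), 2 for *hot3-2 dcl2 dcl4* against *dcl2 dcl4* (2) and 5 for the mean effect (5). It was 0 in both adjustments for *hot3-2 dcl2 dcl4* against *hot3-2* and for the interaction, where 1 of the 9 genes had an unadjusted p under 0.05 in each, AT1G08410. AT1G21160 (chromosome 1, 7407931 to 7413295), an eIF5B-like gene, had a mean *hot3-2* effect of 4.05 on the log2 scale (limma, adjusted p = 5.0e-21, 4 of 4 carriers above every non-carrier). It rose by 4.11 and 4.00 in the absence and the presence of *dcl2 dcl4*, and shares 12 of its 4159 stretches of 28 nt with HOT3. AT5G35910, the gene of RRP6L2 (chromosome 5, 14029574 to 14035493), rose by 0.76 (adjusted p = 8.9e-07), and AT5G41190, the gene of NOB1 (chromosome 5, 16487466 to 16490101), by 0.59 (adjusted p = 3.5e-04), each in 4 of 4 carriers above every non-carrier. AT1G08410, the gene of LSG1-2 (chromosome 1, 2646144 to 2649440), rose by 0.61 (adjusted p = 7.5e-06, 4 of 4 carriers above the non-carrier mean), and by 0.84 in *dcl2 dcl4* against WT (adjusted p = 6.5e-05). RDR1 (AT1G14790, chromosome 1, 5093961 to 5098270) rose by 0.46 (adjusted p = 0.0276, 4 of 4 carriers above the non-carrier mean). For RDR1 the adjusted p was 0.127 without replicate 1 of WT (effect 0.38), 0.228 without replicate 2 of *hot3-2* (0.32), 0.0634 and 0.106 without replicates 1 and 2 of *dcl2 dcl4* (0.47 and 0.43), and 0.162 without replicate 2 of *hot3-2 dcl2 dcl4* (0.40). It was also 0.104 with no filter on low counts, 0.0715 after thinning and 0.245 in 28 nt footprints.

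Which genes gain or lose footprints was tested with limma voom on 13303 genes. The mean *hot3-2* effect changed 2374 genes, 1180 up and 1194 down. Requiring an adjusted p under 0.01 and a 2-fold change moved this count most, to 359. There were 1921 changed genes in *hot3-2* against WT (976 up, 945 down), 1780 in *hot3-2 dcl2 dcl4* against WT (893 up, 887 down), 1187 in *hot3-2 dcl2 dcl4* against *dcl2 dcl4* (572 up, 615 down), 722 in *dcl2 dcl4* against WT (307 up, 415 down) and 225 in *hot3-2 dcl2 dcl4* against *hot3-2* (69 up, 156 down). Of the genes changed in *hot3-2* against WT and in *hot3-2 dcl2 dcl4* against *dcl2 dcl4*, 791 were the same, where 171 would be by chance, and 772 of these moved the same way. This chance value, too, takes every gene as equally detectable. Over all genes tested, the log2 fold changes of these comparisons had a Pearson r of 0.380 and a Spearman rho of 0.374, again across genes and not across samples. The *hot3-2* effect differed between the DCL backgrounds in 146 genes, 44 with a higher and 102 with a lower effect in *dcl2 dcl4*. The balance of *dcl2 dcl4* against WT depended on the setting. It was 11 up and 96 down at an adjusted p under 0.01 with a 2-fold change, and 185 up and 187 down in 28 nt footprints.

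A total of 451 rises and 597 falls met the rule for naming, and in each gene named here 4 of 4 carriers lay on 1 side of all non-carriers. The largest rises in the mean *hot3-2* effect, in log2, were those of AT2G35750 (chromosome 2, 15029829 to 15030290; 2.10, adjusted p = 9.4e-26), AT5G05110 (chromosome 5, 1507418 to 1508927, a cystatin family protein; 2.00, 4.1e-33), ESM1 (AT3G14210, chromosome 3, 4729399 to 4731847; 1.96, 1.1e-33), GLTP1 (AT2G33470, chromosome 2, 14176356 to 14178800; 1.81, 1.2e-25) and AT1G70780 (chromosome 1, 26695166 to 26696392; 1.62, 1.8e-16). AT2G35750 had adjusted p values of 0.105 and 0.0985 in 26 to 29 nt footprints with the deposited and the fixed offsets. Without the first 15 and last 5 codons the effect was 0.19 for AT5G05110 (adjusted p = 0.522) and -0.65 for GLTP1 (adjusted p = 0.589). The largest falls were those of AT1G27710 (chromosome 1, 9642472 to 9643352, a glycine-rich protein; -1.93, 3.7e-13), GRP16 (AT5G07540, chromosome 5, 2385900 to 2387249; -1.89, 9.5e-17), HOT3, AT4G33355 (chromosome 4, 16066987 to 16067820; -1.85, 4.9e-14) and AT5G62080 (chromosome 5, 24933471 to 24934484; -1.78, 6.4e-29), the last of them encoding lipid-transfer-like proteins. In CPM, AT5G05110 went from 134 ± 14.4 to 554 ± 164, ESM1 from 148 ± 27.5 to 572 ± 60.3, and AT5G62080 from 519 ± 34.9 to 151 ± 17.4 (mean ± SD, 4 libraries each).

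Whether footprints on ribosomal protein genes move was tested on the 50 genes of the set that passed the count filter. They were higher as a set in *hot3-2* against WT (camera, adjusted p = 0.00916, median log2 fold change 0.24, 33 of 50 genes up), in *hot3-2 dcl2 dcl4* against WT (0.00319, 0.18, 31 of 50) and in *hot3-2 dcl2 dcl4* against *dcl2 dcl4* (0.00916, 0.35, 35 of 50), and not in *dcl2 dcl4* against WT (0.151, 0.03, 29 of 50). The median of the set relative to WT was 0.30 and 0.17 in the *hot3-2* libraries, 0.28 and 0.15 in those of *hot3-2 dcl2 dcl4*, and 0.07 and 0.09 in those of *dcl2 dcl4*. The 3 calls held under fry (adjusted p of 0.0138, 0.0133 and 0.0150), and none held with an estimated correlation between genes (adjusted p = 0.140 for each). The wider set of 277 ribosomal protein genes moved the values most, with medians of 0.48, 0.47 and 0.40 for the 3 contrasts with carriers, and 0.07 for *dcl2 dcl4* against WT with an adjusted p of 0.0026. In the 3 contrasts with carriers, 221, 221 and 219 of the 277 genes were up. Camera at a correlation of 0.01 gave adjusted p of 3.0e-27, 1.6e-26 and 1.1e-21 for them. An estimated correlation was not tried on the wider set. Among 28 nt footprints the adjusted p for *hot3-2* against WT was 0.0604.

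Shares of reading frame and transcript region were compared between carriers and non-carriers in a family of 5 tests. The 5′ UTR held 5.96% of the nuclear P sites in carriers and 2.83% in non-carriers, 2.10 times as much (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0714, 4 of 4 carriers above every non-carrier), and the coding sequence 93.5% against 96.7% (0.967 times, p = 0.0286, adjusted p = 0.0714, 4 of 4 below every non-carrier). Both differences fail the correction for 5 tests, for which 70 assignments leave little room. Without replicate 1 of *hot3-2* their adjusted p was 0.0476, with ratios of 2.20 and 0.964. The 5′ UTR ratio moved most in 28 nt footprints, to 1.83. It was 2.21 within the libraries with offsets of 12 to 13 nt and 2.29 within those with 7 to 9 nt. By genotype the 5′ UTR share was 2.50% ± 0.0293 in WT, 5.32% ± 0.292 in *hot3-2*, 3.17% ± 0.0570 in *dcl2 dcl4* and 6.61% ± 0.921 in *hot3-2 dcl2 dcl4* (SD, n = 2 each). Frame 0 (ratio 1.02, adjusted p = 0.190), the 3′ UTR (1.17, 0.214) and footprints elsewhere, 27.9% against 22.5% of all (1.24, 0.229), were not separated by the exact permutation tests. Frame 0 had an adjusted p of 0.0476 without replicate 1 of *hot3-2* (ratio 1.02). In 28 nt footprints the ratios were 1.00 for frame 0, on the other side of even, and 0.898 for the 3′ UTR.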

Values the study reported

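The study reports a median fold change of the ATG stalling index of 2.85 in *hot3-2* and 2.56 in the triple mutant. It reports no significant difference in stalling between *dcl2 dcl4* and WT, nor between the triple mutant and *hot3-2*, and a peak of footprint lengths at 28 nt.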

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

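The interaction contrast, median-of-ratios scaling and the stricter threshold were among the choices made before the data were examined. All other tests in this part were chosen only after the result they test was seen.

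The *hot3-2* effect on coding-sequence P-site counts differed between the DCL backgrounds in 146 of 13303 genes by the interaction term (1311 at an unadjusted p under 0.05), with a higher effect in *dcl2 dcl4* for 44 genes and a lower one for 102. Lower depth of the *hot3-2 dcl2 dcl4* libraries was argued against, since 123 genes passed after all libraries were thinned to 1 depth. With median-of-ratios scaling 144 passed, but it left the library sizes nearly as they were (2772823 against 2759449 in replicate 1 of WT), so an effect of the scaling of the libraries stays open. Sequence differences linked to the 3 mutated genes were argued against as the main source, since 9.59% of the 146 genes lie within 2 Mb of HOT3, DCL2 or DCL4 against 11.8% of the genes tested. The count was 71 in 28 nt footprints (19 higher, 52 lower) and 27 at an adjusted p under 0.01 with a 2-fold change (3 higher, 24 lower). Of the 102 genes with a lower effect, 92 were higher in *dcl2 dcl4* than in WT (median log2 fold change 0.40), but choosing genes by the interaction favours this by construction, since the WT and the *dcl2 dcl4* libraries enter both values. A change that the *dcl2 dcl4* lines already carry and chance deviations of either pair of libraries therefore cannot be told apart. The median of the 102 genes was 0.39 in *hot3-2* against WT and -0.36 in *hot3-2 dcl2 dcl4* against *dcl2 dcl4*. Ribosomal protein families held 14 of the 146 genes, where 3.04 would be by chance. A dependence of the *hot3-2* effect on DCL2 and DCL4 stays open.

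AT2G01021, which lies in the ribosomal DNA repeat and entered the report only within the share of footprints elsewhere, held 10.4% and 16.8% of all footprints in WT, 13.5% and 16.3% in *hot3-2*, 14.3% and 14.4% in *dcl2 dcl4*, and 25.6% and 23.1% in *hot3-2 dcl2 dcl4*. This signal outside the main measurement was 1.79 times as high in *hot3-2 dcl2 dcl4* as in WT and 1.70 times as high as in *dcl2 dcl4*, and carriers and non-carriers were not separated (exact permutation test, two-sided, p = 0.2). Footprints of a translated open reading frame were argued against, since at most 0.947% of these footprints in any library were 28 nt long, where at least 38.5% of the other nuclear footprints were. They may be ribosomal RNA fragments, since 36.5% to 45.8% of them fell on 5 fragments in every library. Uneven removal of ribosomal RNA between libraries cannot be told apart from a change in the fragments themselves, because the WT libraries already differed 1.62 times and each genotype has 2 libraries. The ratio of carriers to non-carriers was 1.30 in the libraries with offsets of 12 to 13 nt and 1.78 in those with 7 to 9 nt. A change in ribosomal RNA fragments when *hot3-2* and *dcl2 dcl4* are combined stays open as well.

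Footprints on mitochondrial transcripts, which also entered only that share, were 0.767% and 0.752% of all in WT, 1.21% and 1.05% in *hot3-2*, 0.836% and 0.793% in *dcl2 dcl4*, and 1.11% and 1.08% in *hot3-2 dcl2 dcl4*. Carriers had 1.41 times the share of non-carriers (exact permutation test, two-sided, p = 0.0286, 4 of 4 carriers above every non-carrier), and 1.46 and 1.36 times within the libraries with offsets of 12 to 13 nt and of 7 to 9 nt. The share rose on 36 of 42 transcripts. A few transcripts as the source were argued against, since the ratio was 1.37 without the 3 that hold the most footprints. A lower share of nuclear footprints was argued against, since the chloroplast share was 0.918 times that of non-carriers (exact permutation p = 0.229). Whether RNA fragments without ribosomes are the source was asked with the most frequent length, 35 nt. It had 60.3% to 66.5% of its P sites in 1 frame, where an even spread gives 33.3%. That frame was picked in each library and differed, as frame 1 in WT replicate 1 and frame 0 in WT replicate 2. An even spread is argued against, but a few abundant fragments with fixed ends could also fill 1 frame. Footprints of 35 nt were 20.1% to 24.3% of the mitochondrial footprints, and RNA fragments without ribosomes stay open for all lengths. A candidate explanation that stays open is a change in mitochondrial translation or content in *hot3-2* inflorescences, found and tested on the same libraries.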

How the results depend on the processing

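Across the alternatives, 456 of 587 values of the comparisons kept their direction and their side of the threshold or, with no test, moved by less than their spread, 112 moved further, 11 became weaker, 5 became stronger and 3, all with a test, reversed. Ratios with no test lay on the other side of 1 for 6 further values of 2 comparisons, the median index of *dcl2 dcl4* against WT (0.410, and 1.20 with the pseudocount) and of *hot3-2 dcl2 dcl4* against *hot3-2* (0.891, and 1.04 to 1.28 under 5 alternatives), so these have no settled direction. For the single genes named, 330 of 342 values kept both, 11 lost the threshold (AT2G35750, AT5G05110 and RDR1) and 1 reversed. Except where a reason is given, the cause was not tested. The alternatives that called for DESeq2 were not run, and that of the first-numbered transcript of each gene was not run because the files name 1 transcript per gene.

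The higher start codon share of carriers stayed between 3.58 and 5.28 times that of non-carriers (4.51 to 5.28 when 1 library was left out). Permuting *hot3-2* only within each DCL background left the value at 4.85 with an exact permutation p = 0.0556, and so did permuting within each replicate number (4.85, p = 0.0556), by construction, since 36 assignments allow no smaller p. Replicate numbers do not pair samples, since the differences between replicates 1 and 2 had correlations of -0.042 to 0.098 between genotypes over 5792 genes. With the replicate number in the model, the counts of changed coding-sequence genes were 1927, 721, 1803, 1194, 231, 2382 and 149, in the order of contrasts used below.

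By genotype, the start codon share of *hot3-2* relative to WT was 3.60 with the codons on both sides of the ATG and 3.37 as a mean of per-gene shares (4.19 to 4.59 when 1 library was left out). That of *dcl2 dcl4* relative to WT was 0.991 with the codon 5′ of the ATG, 0.978 with those on both sides, 0.886 in 26 to 29 nt footprints, 0.966 with fixed offsets, 0.938 in 28 nt footprints and 0.814 as a mean of per-gene shares (0.732 to 0.795 when 1 library was left out). *hot3-2 dcl2 dcl4* had 3.83 times the share of *dcl2 dcl4* as a mean of per-gene shares, and 4.14 to 6.79 times when 1 library was left out. Relative to WT that range was 3.16 to 5.17.

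The median index fold change of *hot3-2* was 2.58 with the codons on both sides of the ATG, 3.44 without the first 15 and last 5 codons, 2.66 in 26 to 29 nt footprints, 2.60 with fixed offsets, 2.53 in 28 nt footprints, 2.56 and 3.63 at minimum counts of 10 and 200, 2.01 with the pseudocount, 3.66 with at least 1 start codon P site in both groups, and 2.63 to 3.00 when 1 library was left out. That of *dcl2 dcl4* was 0.321 on the first nucleotide of the ATG, 0.721 with the codon 5′ of it, 0.794 with both neighbours, 0.354 in frame 0, 0.571 in 26 to 29 nt footprints, 0.625 with fixed offsets, 0.586 in 28 nt footprints, 0.245 and 0.554 at minimum counts of 10 and 200, 1.20 with the pseudocount, 0.932 with at least 1 in both groups, and 0 to 0.440 when 1 library was left out. *hot3-2 dcl2 dcl4* relative to WT ranged from 1.40 (without its replicate 2) to 3.40 when 1 library was left out. Relative to *dcl2 dcl4* it was 3.05 with both neighbours of the ATG, 2.20 with the pseudocount, and 2.74 to 4.48 when 1 library was left out. Relative to *hot3-2* it was 1.28 with the pseudocount, and 0.512 (without its replicate 2) to 1.04. The ratio of library medians was 4.86 at a minimum count of 10 (exact permutation p = 0.0857), and 4.69 to 7.26 when 1 library was left out, with p = 0.0571 without either WT or either *dcl2 dcl4* library.

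The upstream codon share difference reversed to -2.15 points with fixed offsets, which by construction remove differences in offset between libraries, and ranged from 14.3 to 22.5 points when 1 library was left out (22.5 points, exact permutation p = 0.0286, without replicate 2 of *hot3-2 dcl2 dcl4*). In 28 nt footprints the frame 0 ratio reversed to 1.00 (0.9996) and the 3′ UTR ratio to 0.898. When 1 library was left out, the frame 0 ratio ranged from 1.01 to 1.02, the 5′ UTR ratio from 1.95 to 2.20 and the coding-sequence ratio from 0.964 to 0.971. Without replicate 1 of *hot3-2* they were 1.02, 2.20 and 0.964, each with an adjusted p of 0.0476.

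Changed coding-sequence genes numbered 379, 107, 427, 199, 40, 359 and 27 at an adjusted p under 0.01 with a 2-fold change, by construction fewer, and 1149, 372, 897, 508, 84, 1358 and 71 in 28 nt footprints, which hold fewer P sites. The order is *hot3-2*, *dcl2 dcl4* and *hot3-2 dcl2 dcl4* against WT, *hot3-2 dcl2 dcl4* against *dcl2 dcl4* and against *hot3-2*, the mean effect and the interaction. Thinned libraries gave 336 genes for *dcl2 dcl4* against WT. When 1 library was left out, the first 6 counts ranged from 1780 to 1877, 702 to 788, 1645 to 1898, 1268 to 1281, 229 to 288, and 1854 to 2285. The mean effect on HOT3 ranged from -2.07 to -1.74 in log2 across the alternatives, those that left out 1 library included.

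Genes with changed start codon occupancy in *hot3-2* against WT numbered 253 after thinning, 315 in 28 nt footprints, 315 at a minimum of 10 with no start codon minimum, 303 at the stricter threshold, 470 with voom, 511 with 2 groups and 502 to 891 when 1 library was left out. For *dcl2 dcl4* against WT they numbered 18 and 13 with 1 or both neighbours of the ATG, 10 in 26 to 29 nt footprints, 7 with fixed offsets, 3 in 28 nt footprints and 1 at the stricter threshold. Of the 10, 7 and 3, 8, 6 and 3 were lower, and none was PI or MBR1. They numbered 0 on the first nucleotide (153 at an unadjusted p under 0.05), without the outer codons (158), in frame 0 (140), after thinning (64), with 2 groups (241), at a minimum of 10 (426), with the replicate number (229) and with voom (251). They ranged from 0 (138 and 167 without replicates 1 and 2 of *hot3-2*) to 12 when 1 library was left out (12 without replicate 2 of *hot3-2 dcl2 dcl4*, 9 without its replicate 1). For *hot3-2 dcl2 dcl4* against WT they numbered 1024 and 901 with 1 or both neighbours, 220 after thinning, 303 in 28 nt footprints, 0 with 2 groups (645), 157 at a minimum of 10, 175 at the stricter threshold, 320 with the replicate number and 272 to 352 when 1 library was left out. Against *dcl2 dcl4* they numbered 896 with the codon 5′ of the ATG, 313 after thinning, 248 in 28 nt footprints, 0 with 2 groups (688), 115 at a minimum of 10, 164 at the stricter threshold, 297 with the replicate number and 253 to 369 when 1 library was left out. Against *hot3-2* they numbered 10, 9, 4, 5 and 4 with 1 or both neighbours, in 26 to 29 nt footprints, with fixed offsets and in 28 nt footprints. The mean effect gave 753 genes with fixed offsets, 410 in 28 nt footprints, 681 at the stricter threshold and 577 to 1170 when 1 library was left out (577 without replicate 2 of *hot3-2 dcl2 dcl4*, 725 without replicate 2 of *dcl2 dcl4*, 764 without replicate 1 of *hot3-2*). The interaction gave 1 gene in 28 nt footprints and 2 at a minimum of 10. At the depth and the dispersion of these libraries, the start codon test recovered 34.4% of simulated 4-fold changes, rises and falls together, for the mean effect. Unchanged genes therefore cannot be read from it.

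With an estimated correlation, the ribosomal protein set had the same medians of 0.24, 0.18 and 0.35 in the 3 contrasts with carriers and an adjusted p of 0.140. In 28 nt footprints *hot3-2* against WT had a median of 0.28 (adjusted p = 0.0604). The wider set had a median of 0.070 for *dcl2 dcl4* against WT (adjusted p = 0.0026). Among single genes, the effect on GLTP1 reversed to -0.65 (adjusted p = 0.589) without the first 15 and last 5 codons.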

Other observations

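The tests of a few genes, of lower depth, of internal methionine codons and of both sets of splits were chosen before the results they test were seen. So were those of a few transcripts in the 5′ UTR, of upstream ATG codons, of the HOT3 paralog and the random splits for the *dcl2 dcl4* index. The others in this part were chosen only after.

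The higher start codon share of *hot3-2* carriers, 4.85 times that of non-carriers, was weighed against technical sources. Library-specific P-site offsets were argued against, since the ratio was 4.67 in 28 nt footprints, whose offset is 12 nt in all 8 libraries. A few genes with very many start codon P sites were argued against, since the ratio was 4.64 without the 10 with the most. Lower depth of the carrier libraries was argued against, since 814 genes passed in the mean effect after all libraries were thinned to 1 depth. Slow decoding of methionine codons in general was argued against, since occupancy of internal ATG codons was 1.09 times as high in carriers (exact permutation test, two-sided, p = 0.0857) while that of start codons on the same measure was 5.04 times as high. In a fit on 2 groups, the real split of the 8 libraries gave 1193 genes and 1 of the 35 splits gave as many, where the next largest count was 28. A slower step at the start codon in *hot3-2* may underlie the pattern, and an effect of the lysis conditions that differs between genotypes was not tested.

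Changed coding-sequence counts were also set against other splits. The split of carriers from non-carriers gave 1561 genes, 1 of the 35 splits gave as many, and the next largest count, 60, came from the split by *dcl2 dcl4*.

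The higher share of 5′ UTR P sites in carriers (2.10 times, which failed the correction) was weighed as follows. Start codon P sites placed upstream of the ATG by a wrong offset were argued against, since the share more than 15 nt upstream in 28 nt footprints was 1.79 times as high (exact permutation test, two-sided, p = 0.0286). A few transcripts were argued against, since the ratio was 2.19 without the 10 with the most 5′ UTR P sites, which hold 41.0% of them, and 704 of 780 transcripts with at least 100 such P sites were higher. Stalling at upstream ATG codons is a candidate explanation for a part of it, since the share of 5′ UTR P sites on upstream ATG triplets in 28 nt footprints was 1.71 times as high in carriers (exact permutation p = 0.0286), and 1.43 times in footprints of all lengths (p = 0.114). It was argued against for the rest, since 5′ UTR P sites off these triplets were 1.70 times as high per coding-sequence P site (exact permutation p = 0.0286), against 3.09 times on them. The source of the rest stays open.

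The lower start codon share and higher upstream codon share of the *dcl2 dcl4* libraries may come from library-specific P-site offsets, since the start codon share relative to WT went from 0.762 to 0.938 in 28 nt footprints. Footprints under 26 nt were not the only source, since offsets of 26 and 27 nt footprints differ as well, and in 26 to 29 nt footprints with the deposited P sites the upstream codon share was still 13.6% and 15.4% in *dcl2 dcl4* against 6.14% and 6.70% in WT. Of the P sites near the start codon, 33.0% to 43.5% came from footprints under 26 nt in the 8 libraries, against 12.1% to 14.2% further into the coding sequence.

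The median index fold change of 0.410 in *dcl2 dcl4* was weighed against the choice of genes. Sampling of few start codon P sites with genes chosen for at least 1 in WT was argued against as the whole source. With all libraries thinned to 1 depth, the 4 medians of a *dcl2 dcl4* library over a WT library were 0.255 to 0.285, and the 4 of replicates of either genotype over each other were 0.528 to 0.634. The lowest median of 1000 random splits of the start codon P sites, which cover counting error only, was 0.822. Choosing genes for at least 1 start codon P site in the denominator group is a candidate explanation for a part, since in 28 nt footprints the median of WT over *dcl2 dcl4* was 0.584 while that of *dcl2 dcl4* over WT was 0.586, so each group lay below the other. The 4 medians of single libraries in 28 nt footprints were 0.414 to 0.452 for *dcl2 dcl4* over WT, 0.432 to 0.496 for WT over *dcl2 dcl4* and 0.476 to 0.520 for replicates, closer together than over all lengths. Library-specific P-site offsets may account for another part. With fixed offsets the median was 0.625 for *dcl2 dcl4* over WT and 0.595 for WT over *dcl2 dcl4*. With the codon 5′ of the ATG counted they were 0.721 and 0.623. These medians argue against a fall in the index itself as large as 0.410. A smaller fall stays open, since the start codon share of *dcl2 dcl4* was 0.938 times that of WT in 28 nt footprints.

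For AT1G21160, footprints of HOT3 placed on this paralog were argued against, since 12 of its 4159 stretches of 28 nt are shared with HOT3, and HOT3 fell in the libraries in which AT1G21160 rose. More mRNA or faster initiation of AT1G21160 in *hot3-2* carriers may explain its rise by 4.05, and RNA levels were not analysed here.

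Several of the largest falls were in genes of anthers, so a list of 20 tapetum genes was tested. The tissue expresses 19 of them above the count filter. All 19 were lower in carriers in the mean *hot3-2* effect, 16 with an adjusted p under 0.05 and 0 higher, with a median log2 fold change of -0.91. The most abundant were GRP17, with 1505 and 1762 CPM in WT, 431 and 534 in *hot3-2*, 1202 and 1297 in *dcl2 dcl4*, and 457 and 467 in *hot3-2 dcl2 dcl4*, ATA27 (1390 and 1355 in WT) and EXL4 (498 and 541 in WT). The changes ranged from -1.60 to -0.08 and spread beyond their errors with a chi-square per degree of freedom of 13.5. This spread argues against an equal fall of all 19. A lower share of tapetum tissue stays open, since whether the genes are expressed in that tissue alone was not measured. A difference in floral stage or in tapetum gene expression between the genotypes may underlie the falls, and neither was tested.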
